A study of Caenorhabditis elegans with 16 samples.

How the data were processed

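RNA was extracted from about the same number of whole adult animals in each library, selected for polyadenylated RNA and sequenced with paired reads of 150 bases, per the labels' protocols. The labels give 4 groups of 4 biological replicates, growth at 20 °C and batch 1 for every library, so batch does not differ between groups. Replicate numbers were taken from the labels. The titles and the genotype field of the labels name different alleles of *jmjd-3.1*, and no allele is named here for that reason.

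The deposited gene table holds estimated counts, which need not be whole numbers, for 21982 genes in 16 libraries (20098 protein-coding genes and 1884 pseudogenes). The authors also deposited one Salmon quantification per library, with estimated counts, TPM and effective lengths for 35749 transcripts, per the file headers. The software version, the genome build and the annotation are not stated in the labels or headers. Sums of the transcript estimated counts equalled the gene table within 0.01 reads for all of the 21976 genes compared in each library, so an alternative based on those sums would have repeated the main values and was not run. Salmon assigns reads that fit several transcripts by a statistical model, so members of gene families with similar sequence may exchange reads. Neither strand use nor bias correction is stated. Coordinates are from the WBcel235 annotation of Ensembl release 115, matched by gene identifier, which gave a position for 21896 of 21982 genes. Of the transcripts in the files, 31176 were in that annotation and 4573 were not, so the annotation of the authors differs from it.

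Estimated counts were rounded to whole numbers. Genes were kept by filterByExpr of edgeR with the group as factor, which left 15840 genes. Libraries were scaled by TMM, with factors of 0.843 ± 0.0416 in fed wild type, 1.07 ± 0.00695 in fasted wild type, 1.04 ± 0.0630 in fed and 1.07 ± 0.0397 in fasted libraries labelled H3K27ac-deficient (SD, n = 4). One quasi-likelihood model with a coefficient per group and no covariate was fitted to all 16 libraries (edgeR 4.0.16 in R 4.3.3, robust estimation). The common dispersion was 0.0208. In all, 5 contrasts were tested: fasting in each genotype, the genotypes when fed and when fasted, and the interaction, which is the fasting change in labelled-deficient libraries minus that in wild type. P-values were adjusted by Benjamini and Hochberg within each contrast, with a threshold of 0.05, and a 2-fold change is 1 on the log2 scale. Tests were two-sided. Standard errors of log2 changes were obtained as the absolute change divided by the square root of its F statistic. Genes at 0 reads in every library of a group are given against a floor of 3 reads per library, and floors cover counting error only.

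Genes were named by a rule. For each pairwise contrast these were the 3 genes with the largest change in each direction among genes past the threshold, with a mean of at least 5 CPM over all libraries and no overlap between the libraries of the 2 groups. For the interaction they were the 4 largest of each sign with a mean of at least 5 CPM. The targeted genes and a list of fasting and fat metabolism genes were added. Gene sets of at least 5 tested genes were tested with camera of limma 3.58.1 with a preset correlation of 0.01. Principal components used log2 CPM with a prior count of 2. The tests, the named gene rule, the gene lists and most alternatives were fixed before the data were examined.

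The scripts were tested on simulated counts with 200 changed genes. For wild-type fasting, 79.0% of the changed genes were recovered among 15520 tested genes and 3.66% of the calls were false. For the interaction 68.0% were recovered among 15490 genes and 3.55% of the calls were false. Over the 5 contrasts false calls were 3.41% to 5.06% with edgeR, highest for the genotypes when fasted, 6.43% to 11.7% with DESeq2 and 1.86% to 6.18% with limma voom. With 1 of 36 sets changed in wild-type fasting, 2 sets were called, the changed one included. In 2 contrasts without any change, 1 gene set was called. The simulated genes varied independently, few of them changed, and in the gene tests as many were raised as lowered. These rates therefore do not cover errors of scaling when many genes change. The libraries of a group differed by more than sampling noise in every pair, with a chi-square per degree of freedom of 5.75 to 85.1 over genes with at least 20 reads in the pair, so no library was counted as a duplicate.

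Whether replicate numbers pair libraries was checked through the correlation of deviations from group means. Between the fed groups of the 2 genotypes all 4 same-numbered pairs correlated, at 0.11 to 0.42, so for that contrast the numbers pair the libraries. The labels mention 4 independent experiments without saying that a number marks one. With the replicate number as a block that contrast called 9951 genes, against 8908 without it.

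Alternatives were DESeq2 1.42.0, limma voom, scaling by the size factors of DESeq2 (RLE) and by library size alone, no filter beyond a read in some library, a filter of 5 CPM in 4 libraries, fits of only the 2 groups compared, a threshold of 0.01, the replicate block, and each library left out in turn. Alternatives added after the data were seen were an offset for effective transcript length computed from the deposited TPM and effective lengths, random thinning of every library to the total of the smallest, and removal of the 50 genes with the most reads. GC content was not analysed here. Reads of the bacterial food were not analysed here.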

Results

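Messenger RNA of whole *Caenorhabditis elegans* nematodes was measured by RNA sequencing in 16 libraries that form 4 groups of 4 libraries. Wild-type animals of the N2 strain were grown on bacteria carrying an empty RNA interference vector. The other genotype carried a mutation in *jmjd-3.1*, which encodes a histone H3 lysine 27 demethylase, and was grown on bacteria directed against *cbp-1*, which encodes a histone acetyltransferase. The labels call these animals H3K27ac-deficient, after acetylation of lysine 27 of histone H3. Each genotype was either fed without limit or fasted for 24 h, from adult day 1 to adult day 2. Mutation and RNA interference always occurred together, so their effects were not separable. Estimated read totals were 16446081 to 27792762 per library. The group means, in M reads (1 M is 1e6), were 20.3 ± 2.54 in fed wild type, 19.8 ± 1.33 in fasted wild type, 23.0 ± 3.31 in the fed and 18.6 ± 3.46 in the fasted libraries labelled H3K27ac-deficient (SD, n = 4).

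The targeted genes were examined first. *cbp-1* (WBGene00000366; chromosome III, 9766509 to 9774825, plus strand, in the WBcel235 annotation) had 103.1 ± 16.9 CPM (counts per 1e6 reads scaled by TMM; SD, n = 4) in fed wild type and 209.6 ± 36.5 CPM (SD, n = 4) in the fed libraries labelled H3K27ac-deficient. The log2 difference was 1.02 (SE 0.14), with an edgeR quasi-likelihood adjusted p of 1.9e-06. After fasting the means were 149.2 ± 17.99 CPM and 276.0 ± 30.5 CPM (SD, n = 4), a log2 difference of 0.89 (SE 0.14; edgeR adjusted p 1.01e-05). Reads of *cbp-1* therefore did not fall in the libraries labelled as its knockdown. The counts do not separate reads of the gene from reads of the interference trigger. *jmjd-3.1* (WBGene00017571; chromosome X, 8571047 to 8575451, plus strand) had 12.33 ± 0.398 CPM in fed wild type and 17.4 ± 2.71 CPM in the fed libraries of the other label (SD, n = 4). That difference was 0.50 on the log2 scale (SE 0.12; edgeR adjusted p 0.00158). After fasting it was 0.12 (SE 0.12; edgeR adjusted p 0.387), which was within the spread between replicates. Because neither target was lower, the second genotype is named below by its label, as the labelled-deficient libraries, and every direction given between genotypes rests on that label.

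Principal components of the 500 genes with the highest variance separated the 4 groups. Component 1 held 66.7% of the variance and component 2 held 24.4%. On component 1 the mean positions were -51.2 ± 2.38 in fed wild type, 25.5 ± 0.567 in fasted wild type, -14.7 ± 0.746 in fed labelled-deficient and 40.4 ± 0.337 in fasted labelled-deficient libraries (SD, n = 4). Over all tested genes in place of the 500, component 1 held 48.1%.

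**Figure D1:**
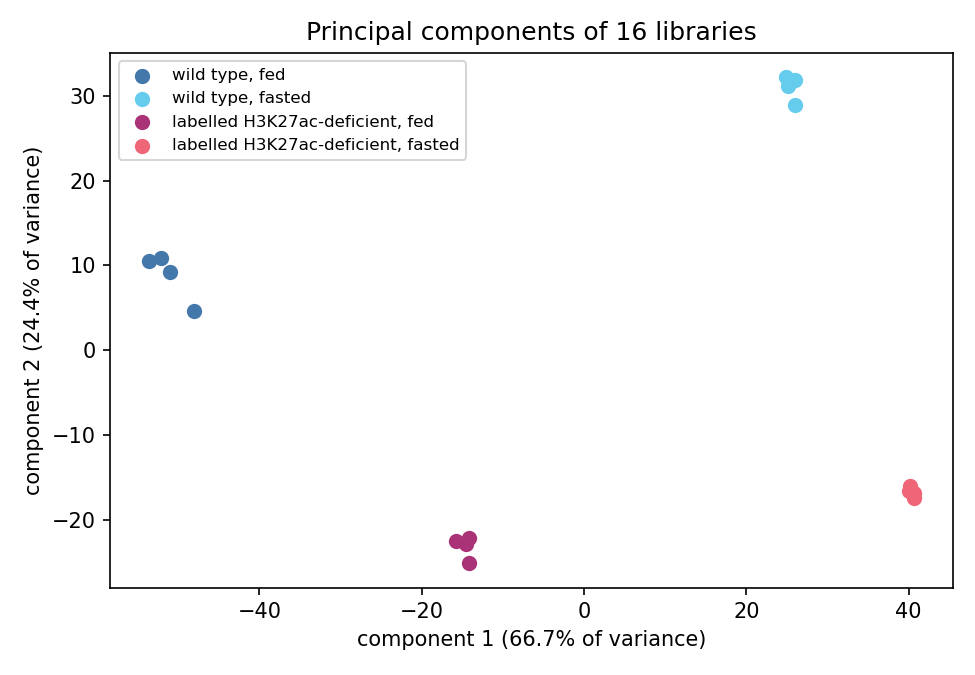
Principal components of log2 CPM of the 500 most variable genes, with one point per library and one colour per group. The 4 groups lie apart, with fed wild type lowest on component 1, at a mean of -51.2, and fasted labelled-deficient libraries highest, at 40.4.

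The response to fasting was compared within each genotype over 15840 tested genes. In wild type 9657 genes changed at an edgeR adjusted p under 0.05, of which 4808 were higher and 4849 lower after fasting. A change of at least 2-fold was found for 4248 of them, 2606 higher and 1642 lower. Scaling to library size alone, in place of the trimmed mean of M values (TMM), moved the split most, to 7458 higher and 2523 lower. That scaling raised the median log2 change of all tested genes by 0.34, so the balance of directions here is relative to the TMM scaling. In the labelled-deficient libraries fasting changed 5594 genes, 3109 higher and 2485 lower. Of these, 1710 changed at least 2-fold, 711 higher and 999 lower. Under the size factors of DESeq2 within edgeR the split was 2213 higher and 2966 lower, so neither direction prevailed under both scalings.

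In wild type the genes with the largest increases by the fixed rule were *hsp-12.6*, *sodh-1* and F40G12.5. *hsp-12.6* (WBGene00002013; chromosome IV, 9446229 to 9447228) rose from 0.358 ± 0.182 to 221.8 ± 15.6 CPM (SD, n = 4), a log2 change of 9.28 (SE 0.21; edgeR adjusted p 6.26e-19). *sodh-1* (WBGene00010790; chromosome V, 11888248 to 11889650) rose from 13.3 ± 1.53 to 2743 ± 40.3 CPM (SD, n = 4), a log2 change of 7.69 (SE 0.16). F40G12.5 changed by 7.56 (SE 0.24). The fed wild-type libraries had 2 to 8 reads of *hsp-12.6* and 2 to 11 of F40G12.5, so the sizes of these 2 rises are imprecise. The largest decreases were in *col-93*, at -9.26 (SE 0.29), C17H12.6, at -8.52 (SE 0.25), and F46F2.3, at -7.73 (SE 0.25). *col-93* (WBGene00000668; chromosome III, 10984552 to 10985609) fell from 616.8 ± 212 to 0.998 ± 0.290 CPM (SD, n = 4). It belongs to the collagen family, whose members may share reads, and its level is uncertain to that extent.

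In the labelled-deficient libraries the largest increases on fasting were in T22F3.11, *sodh-1* and *ilys-2*. T22F3.11 (WBGene00020700; chromosome V, 3612158 to 3614553) rose from 0.436 ± 0.119 to 115.5 ± 4.19 CPM (SD, n = 4), a log2 change of 8.01 (SE 0.18; edgeR adjusted p 7.6e-19). *sodh-1* changed by 5.79 (SE 0.14) and *ilys-2* by 4.89 (SE 0.41). The fed labelled-deficient libraries had 6 to 15 reads of T22F3.11 and 2 to 9 of *ilys-2*, so the sizes of these 2 rises are imprecise. The largest decreases were in *vit-3*, at -6.57 (SE 0.15), *vit-4*, at -6.21 (SE 0.15), and *dod-21*, at -6.07 (SE 0.38). The fasted labelled-deficient libraries had 0 to 5 reads of *dod-21*, and the size of its fall is imprecise. *vit-3* (WBGene00006927; chromosome X, 3567355 to 3572549) fell from 2620 ± 249 to 27.6 ± 3.96 CPM (SD, n = 4). The *vit* genes encode yolk proteins and resemble one another closely, so the division of reads between them is uncertain.

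The fasting responses of the 2 genotypes, which share no library, were correlated across genes with a Pearson r of 0.70 and a Spearman rho of 0.65. Genes are not independent replicates, and no p-value is given. With no filter on low counts the Pearson r was 0.49. Both genotypes gave calls for 4261 genes, of which 3998, or 93.8%, changed in the same direction. A difference between the responses was tested as the interaction of genotype and feeding. It passed an edgeR adjusted p of 0.05 for 4109 genes, 2304 with a positive and 1805 with a negative interaction, and for 1837 of these it was at least 2-fold. The number with each sign followed the scaling. With the DESeq2 size factors the numbers were 1723 positive and 2165 negative, and with library size alone they were 989 positive and 3547 negative. With the replicate number as a block, 6422 genes were called.

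**Figure D2:**
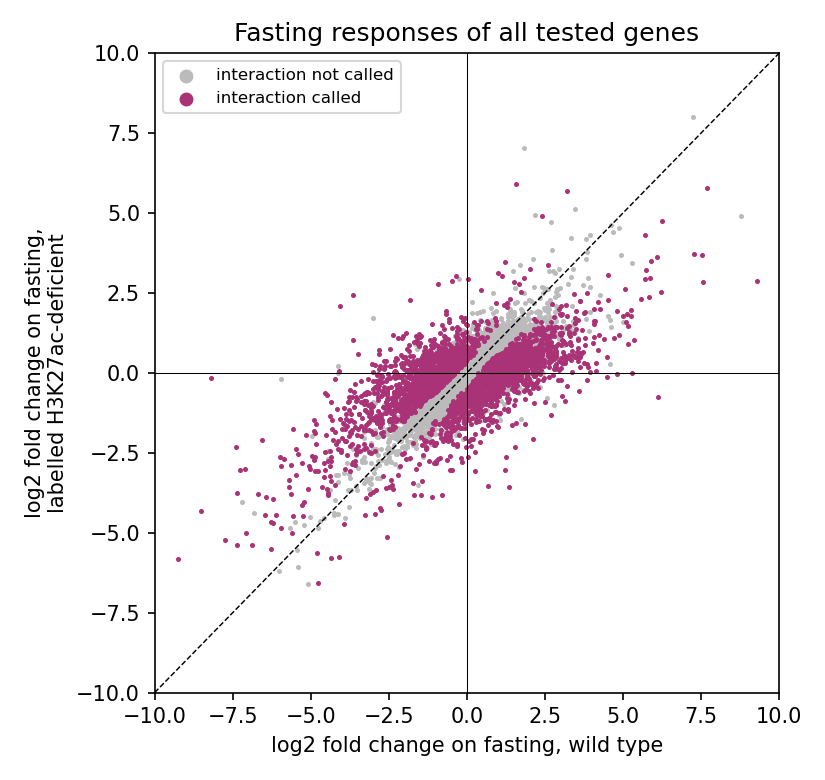
Log2 fold change on fasting in labelled-deficient libraries (y axis) against that in wild type (x axis) for 15840 tested genes, with the 4109 genes of an interaction adjusted p under 0.05 in purple and equal responses on the dashed line. Many purple genes lie nearer to the x axis than the dashed line does, and the Pearson r over all genes is 0.70.

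The size of the response was then compared with genes selected in wild-type replicates 1 and 2 and measured in replicates 3 and 4. Over 1885 induced genes the median log2 change was 1.52 in wild type and 0.71 in labelled-deficient libraries. The share kept was 46.7% ± 3.72 (SD over the fasted labelled-deficient libraries, n = 4). Over 1657 repressed genes the medians were -1.48 and -0.83, and the share kept was 56.1% ± 2.55 (SD, n = 4). With library size alone, the share of the repression kept was 65.0%. Both shares rest on replicates 3 and 4, but each SD was taken over all 4 fasted labelled-deficient libraries. The fed level and the wild-type change were held fixed, so the SDs leave out their spread. With the roles of the replicates swapped, the share of the induction kept was 41.7%. No test was made of these shares.

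Of 2606 genes induced at least 2-fold in wild type, the interaction was negative and past the threshold for 1007 and positive for 13. Among the 1007, 542 were higher in fed labelled-deficient than in fed wild-type libraries, 535 were lower after fasting, and 94 were both, each by the edgeR test of that contrast. Of 1642 genes repressed at least 2-fold in wild type, the interaction was positive for 924 and negative for 57. Among the 924, 804 were lower in fed labelled-deficient than in fed wild-type libraries, 295 were higher after fasting, and 178 were both. Library size scaling gave 2045 induced and 522 repressed genes with a smaller response. The number of induced genes with a smaller response was 534 at a threshold of 0.01 and 665 with the filter of 5 CPM, where 1069 genes were induced at least 2-fold. In all these counts the same wild-type libraries gave both the selection and the interaction. Noise that enlarges the wild-type change also makes the other response look smaller, so the selection itself favours smaller responses. The shares kept, given above, were measured in other replicates than those used for selection.

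The largest negative interactions were in *hsp-12.6*, at -6.43 (SE 0.37), F40G12.5, at -4.73 (SE 0.41), *ech-9*, at -4.25 (SE 0.25), and T23E7.6, at -4.24 (SE 0.24), with edgeR adjusted p of 6.11e-11, 1.84e-08, 5.62e-11 and 5.62e-11. *hsp-12.6* reached 4.13 ± 0.633 CPM (SD, n = 4) in fasted labelled-deficient libraries, against 221.8 ± 15.6 in fasted wild type. Its fed libraries had 2 to 8 reads in wild type and 9 to 22 in the labelled-deficient group, so the size of its interaction is imprecise. *ech-9* (WBGene00001158; chromosome IV, 10233310 to 10235329) rose from 10.1 ± 2.52 to 23.5 ± 3.18 CPM in wild type and fell from 17.03 ± 2.97 to 2.06 ± 0.0711 CPM in labelled-deficient libraries (SD, n = 4). The largest positive interactions were in *col-43*, at 5.06 (SE 0.68), *drd-50*, at 4.44 (SE 0.59), T24B8.5, at 4.23 (SE 0.69), and C17H12.6, at 4.19 (SE 0.40). *drd-50* (WBGene00018643; chromosome IV, 4117732 to 4119179) was at 72.3 ± 3.63 CPM in fed wild type and at 0.672 ± 0.108 CPM in fed labelled-deficient libraries (SD, n = 4), where it had 12 to 21 reads per library. The fasted labelled-deficient libraries had 1 to 6 reads of it, and the size of its fall there is imprecise.

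**Figure D3:**
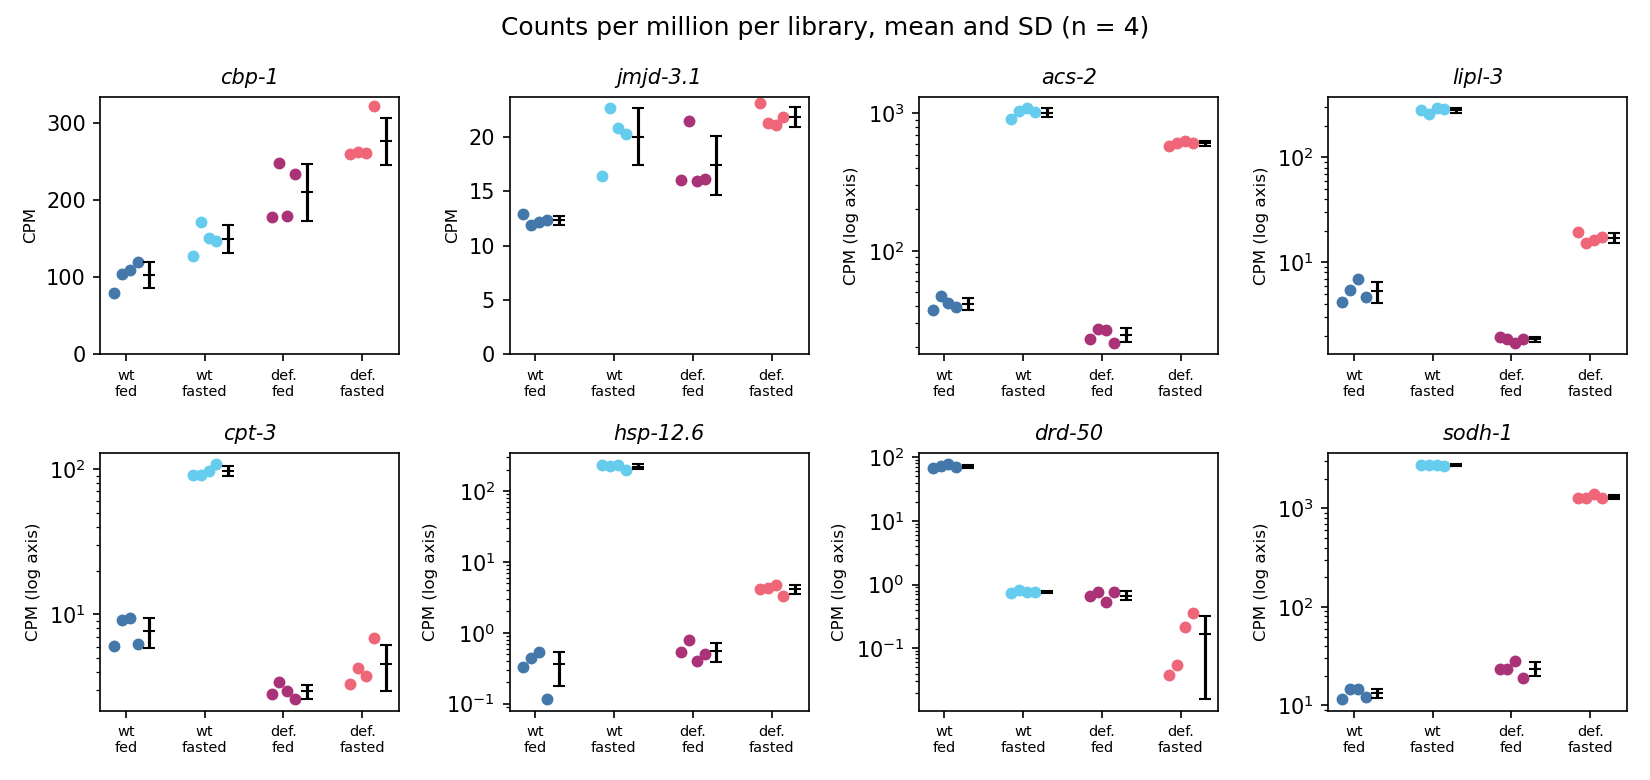
CPM of 8 genes in each of the 16 libraries by group (wt, wild type; def., labelled H3K27ac-deficient), with the mean and SD of 4 libraries in black; the axes of *cbp-1* and *jmjd-3.1* start at 0 and the others are logarithmic. *cbp-1* is higher in the labelled-deficient groups, with 209.6 against 103.1 CPM when fed, and *hsp-12.6* reaches 221.8 CPM in fasted wild type but 4.13 CPM in fasted labelled-deficient libraries.

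Genotypes were compared at each feeding state. When fed, 8908 genes differed (edgeR adjusted p under 0.05), 3890 higher and 5018 lower in labelled-deficient libraries, and 3305 differed at least 2-fold. With library size alone 5903 were higher and 3018 lower, and the median of all genes was raised by 0.29. When fasted, 9114 genes differed, 4472 higher and 4642 lower, and 3208 differed at least 2-fold. Both states gave calls for 6138 genes, 5750 of them in the same direction.

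When fed, the largest excesses in labelled-deficient libraries were in *lips-11*, Y41C4A.32 and R07C12.1, with log2 differences of 5.40 (SE 0.30), 3.97 (SE 0.16) and 3.53 (SE 0.24). *lips-11* (WBGene00020472; chromosome II, 1108841 to 1111001) was at 0.317 ± 0.154 CPM in wild type and 13.8 ± 1.13 CPM in labelled-deficient libraries (SD, n = 4). When fasted, the largest excesses were in *lips-11*, at 5.34 (SE 0.28), K04A8.21, at 4.13 (SE 0.18), and *lys-3*, at 3.58 (SE 0.23). Wild-type libraries had 2 to 8 reads of *lips-11* when fed and 3 to 12 when fasted, and 3 to 8 of R07C12.1 when fed. The sizes of these excesses of *lips-11* and R07C12.1 are therefore imprecise. F56A4.3 (WBGene00018911; chromosome V, 2453414 to 2456147, plus strand) had 29.7 ± 12.0 CPM in fed and 1.70 ± 0.796 CPM in fasted wild type (SD, n = 4) and no read in any of the 8 labelled-deficient libraries. Against a floor of 3 reads per library this is at least 231-fold lower when fed and at least 11.01-fold lower when fasted, and the floor covers counting error only. The next largest deficits when fed were in *drd-50*, at -6.73 (SE 0.19), and *col-43*, at -5.56 (SE 0.31). When fasted they were in *ins-19*, at -7.31 (SE 0.33), and *nspc-18*, at -6.74 (SE 0.32). The fasted labelled-deficient libraries had 1 to 2 reads of *ins-19* and 3 to 11 of *nspc-18*, so the sizes of these deficits are imprecise. *col-43* and *nspc-18* belong to families whose members may share reads.

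The fed difference between genotypes was set against the wild-type fasting response across genes. The Pearson r was 0.54 and the Spearman rho 0.49. These contrasts share the fed wild-type libraries. Simulated groups without any difference from fed wild type gave a mean r of 0.52, but there noise alone sets r. In the data many genes changed, so that value is no baseline for the observed one. With the fed wild-type libraries divided between the contrasts, so that none was shared, r was 0.51.

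A list of 17 genes of fasting and fat metabolism was fixed before the data were examined, and 16 of them were tested. On fasting in wild type 15 passed adjusted over the list alone, 13 higher and 2 lower, and 15 passed over all genes tested. In labelled-deficient libraries 15 passed adjusted over the list alone, 11 higher and 4 lower, and 14 over all genes. Some of these calls were lost over all genes with a library left out. In wild type these were *lipl-1* in 4 of 8 fits, at 0.30 with an adjusted p of 0.0843 without fasted replicate 1, *fil-2* in 3 of 8, at -0.54 with 0.0553 without fasted replicate 4, and *fat-2* in 1 of 8, at 0.25 with 0.0544 without fed replicate 4. In labelled-deficient libraries *fil-1* was lost in 3 of 8, at 0.61 with 0.0552 without fed replicate 1. Each of these calls was also lost in 1 of 11 alternatives, or 1 of 10 for *fil-2*. In the other direction, *fat-5* in wild type and *lipl-2* in labelled-deficient libraries, which had not passed over all genes, each passed in 1 of 11. Between genotypes all 16 were lower in labelled-deficient libraries when fasted, both adjusted over the list alone and over all genes, and 14 were lower when fed. The interaction passed for 11 adjusted over the list alone, 10 negative and 1 positive, and for 9 over all genes, all of them negative. The negative one that passed over the list alone only was *lipl-2*, at -0.67 (SE 0.26, edgeR adjusted p over all genes 0.0586). Over all genes *lipl-2* passed in 5 of 10 alternatives and in 4 of 16 fits with a library left out. *acs-2* (WBGene00009221; chromosome V, 15567394 to 15569897) rose by 4.63 (SE 0.12) in wild type and by 4.62 (SE 0.13) in labelled-deficient libraries on the log2 scale, and its interaction of -0.01 (SE 0.16; edgeR adjusted p 0.974) was within the error. *lipl-3* (WBGene00020016; chromosome V, 521595 to 524218) rose by 5.73 (SE 0.14) and 3.203 (SE 0.14), with an interaction of -2.53 (SE 0.20; edgeR adjusted p 4.66e-09). *cpt-3* (WBGene00021703; chromosome III, 2082819 to 2088314) rose by 3.65 (SE 0.18) in wild type and by 0.59 (SE 0.20) in labelled-deficient libraries, with an interaction of -3.06 (SE 0.27; edgeR adjusted p 2.15e-08). The small rise of *cpt-3* in labelled-deficient libraries is uncertain, since it did not pass in 4 of 11 alternatives (edgeR with no filter gave an adjusted p of 0.0707) nor in 4 of 8 fits with a library left out, where it was lowest without fasted replicate 4, at 0.33 with an adjusted p of 0.168. *fat-7* (WBGene00001399; chromosome V, 7151353 to 7153146) fell by 3.35 and by 2.72, and its interaction of 0.63 (SE 0.24) was the positive one that passed adjusted over the list alone. Over all genes it did not pass (edgeR adjusted p 0.0614), but did so with the replicate block and in 4 of 16 fits with a library left out, where it was 0.38 to 0.75 (lowest adjusted p 0.0339, without fasted labelled-deficient replicate 3).

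Gene sets, 36 in number, were tested with camera in the 5 contrasts, adjusted over 180 tests. The fasting-lipid list was higher on fasting in wild type, with a median log2 change of 1.27 (adjusted p 1.13e-11), and in labelled-deficient libraries, with a median of 0.63 (adjusted p 4.8e-06). The yolk protein genes were lower, with medians of -2.04 and -1.95 (adjusted p 1.87e-11 and 3.74e-25). The share of all reads in these genes fell much less, from 6.27% ± 0.514 to 5.74% ± 0.548 in wild type and from 4.06% ± 0.235 to 2.95% ± 0.303 in labelled-deficient libraries (SD, n = 4), so the medians do not describe the yolk transcripts as a whole. The fasting-lipid list was lower in labelled-deficient libraries when fasted, with a median of -1.97 (adjusted p 4.41e-25). A list of intestinal genes was lower in them when fed, with a median of -1.54 (adjusted p 3.3e-11). The largest median of that contrast was in the major sperm proteins, which were higher, at 3.29 (camera adjusted p 0.0156). Other sperm genes were also higher, at 1.17 (camera adjusted p 0.00912). Tissue shares of the whole animals were not measured, so shifts between tissues cannot be told apart from changes within them. Sets passed in number 20, 17, 23, 22 and 13 for wild-type fasting, labelled-deficient fasting, the fed difference, the fasted difference and the interaction. Under fry 20, 16, 23, 21 and 9 of these passed in the same direction. With the correlation between genes estimated within each set, camera called 1, 1, 0, 1 and 0 sets, which were the fasting-lipid list in wild-type fasting, the yolk genes in labelled-deficient fasting and the fasting-lipid list in the fasted difference. Among the sets that passed, 1 differed in sign between its median, 0.18, and both its mean, -0.46, and its camera direction, namely the hedgehog-like family on fasting in labelled-deficient libraries.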

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

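The tests below of scaling, of swapped libraries and of correlation within sets were chosen after the results were seen, as were the thinning of libraries, the removal of genes with the most reads and the effective length offset.

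The fasting response differed between genotypes, by a test of the interaction, for 4109 genes. Of 100 splits of the genotype labels within feeding states, the real one included, 3 gave as many genes, but these splits decide nothing about chance. A split that mixes the genotypes in both feeding states puts their large difference into the spread within groups. That leaves few calls with or without an interaction, and every such split gave 0 genes. The only other splits with any calls kept the fed labels. Those with as many, 10489 and 5983 genes, exchanged all or most labels of the fasted libraries, which turns the difference between genotypes into an interaction. Another, with 4 fasted labels changed, gave 1690 genes, so mixing in the fasted libraries alone did not remove the calls. A swap of single libraries is opposed, since 16 of 16 libraries lay nearest to the mean of their own group. With every library thinned to the same total 3890 genes were called, without the 50 genes with the most reads 4093, and with an offset for effective gene length 4393, so neither depth, nor a few abundant genes, nor gene length accounts for the count. Among 1454 genes whose symbol stem no other gene shares, 25.8% were called, which argues against reads shared within families as the whole cause. Scaling has a larger part. Both other scalings moved the median interaction down, by -0.07 with RLE and -0.29 with library size alone, so they could weaken positive calls only. Of the 2304 positive calls 989 passed under both, which argues against scaling as the whole cause for these, and the others depend on the scaling. The 1805 negative calls were also kept, but that was fixed by the direction of the shift, and whether scaling contributes to them stays open. A biological effect of the mutation with the RNA interference remains open and was not tested apart from other differences between the strains.

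Single genes showed the same kind of difference by the interaction test. The values by the naming rule were -6.43 for *hsp-12.6*, -4.73 for F40G12.5, -4.25 for *ech-9*, -4.24 for T23E7.6, 5.06 for *col-43*, 4.44 for *drd-50*, 4.23 for T24B8.5 and 4.19 for C17H12.6 on the log2 scale. In the fasting-lipid list they were -3.85 for *lipl-4*, -3.06 for *cpt-3*, -2.53 for *lipl-3*, -1.51 for *lipl-1*, -1.32 for *fat-5*, -1.04 for *fat-6*, -0.94 for *fil-1*, -0.53 for *acs-11* and -0.45 for *hacd-1*. *lipl-4* had at most 3 reads in any fed library, so its value is a fitted one that depends on the prior count. The call for *fil-1* was lost without fed labelled-deficient replicate 3, at -0.79 with an adjusted p of 0.0617. The 4 positive genes were near the floor after fasting in both genotypes, so a smaller fall of a gene that starts lower may reflect a limit of detection. That reading was not tested by thinning, although thinning left 3890 interaction calls overall.

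Gene sets also differed in their fasting response by the interaction, as medians on the log2 scale of 0.75 for neuropeptides, 0.77 for oocyte genes, -0.60 for the fasting-lipid list, 0.43 for ribosomal proteins, -0.83 for saposins, -0.36 for F-box A proteins, 0.43 for UDP-glucuronosyltransferases, 0.38 for glutathione S-transferases, -0.73 for early embryo genes, -0.47 for transthyretin-like proteins, -0.29 for acyl-CoA synthetases, -0.45 for fatty acid binding proteins and 0.36 for chaperonins. With the correlation between genes of a set estimated from the libraries, 0 of the 13 sets passed at an adjusted p of 0.05, so genes varying together between replicates may account for these calls. Under fry 9 of the 13 passed in the same direction, but fry asks only whether the genes of a set change, not whether they change more than others. Under library size alone every median kept its sign, and the chaperonins no longer passed, at 0.07.

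Values of single libraries stood apart from the other 3 of their group in 9 of 184 groups tested, which is 4.89% where chance gives about 5%. Chance therefore accounts for their number. The ratio of the gap to the range was 0.872 for *fat-6* in fasted wild-type replicate 3, 0.938 for *lipl-2* in fasted wild-type replicate 4, 0.960 for *jmjd-3.1* in fed labelled-deficient replicate 2, 0.900 for *lipl-5* in fed labelled-deficient replicate 1, 0.884 for the read total of fasted labelled-deficient replicate 1, 0.975 for *cbp-1* in fasted labelled-deficient replicate 4, 0.896 for *fil-2* in fasted labelled-deficient replicate 2, 0.851 for *sodh-1* in fasted labelled-deficient replicate 3 and 0.847 for Y41C4A.32 in fasted labelled-deficient replicate 1. No library held more than 2 of the 9 values, which argues against one aberrant library. The replicate that stood apart for *cbp-1* had 321.8 CPM, and the others had 259.9 to 261.4 CPM, all above fasted wild type. The design gives no biological explanation for single libraries, and none was tested.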

How the results depend on the processing

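The number of genes called in each of the 4 pairwise contrasts stayed within 1.5 times under every alternative, apart from fasting in labelled-deficient libraries at an adjusted p of 0.01, with 3564 genes and 1735 of them higher. That contrast had 1867 higher genes with no filter. The interaction gave 2129 genes at 0.01, 1215 positive and 914 negative, and 6422, of them 3843 positive, with the replicate block. All but 4 of the 4109 interaction calls were also made in the same direction under the block. Same-numbered libraries correlated at 0.07 to 0.34 for wild-type fasting, at 0.01 to 0.23 for labelled-deficient fasting and at -0.05 to 0.16 for the genotypes when fasted. In both fasting contrasts every pair was positive, though only 1 of 4 and 2 of 4 pairs were over 0.1. A weaker pairing outside the fed comparison is therefore not excluded, and the main tests would leave it out. No other total moved by over 1.5 times under the block.

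Library size alone, which raised the median of all genes by 0.34 in wild-type fasting and 0.29 in the fed comparison and changed it by -0.29 in the interaction, gave 7458 higher and 2523 lower in wild-type fasting, 5903 and 3018 in the fed comparison, and 989 and 3547 in the interaction. The share of higher calls in these went from 49.8% to 74.7%, from 43.7% to 66.2% and from 56.1% to 21.8%. RLE scaling moved it from 55.6% to 42.7% in labelled-deficient fasting and from 56.1% to 44.3% in the interaction. The filter of 5 CPM in 4 libraries tested fewer genes and left 2128, 1051, 1936 and 1103 genes at least 2-fold changed in wild-type fasting, labelled-deficient fasting, the fed comparison and the interaction.

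The correlation of the fasting responses was 0.49 with no filter, 0.77 with the stricter filter and 0.65 as a Spearman rho, and 0.67 to 0.70 with a library left out. The similarity of the fed difference to the wild-type fasting response was 0.60, 0.45 and 0.49 in the same 3 settings, 0.51 with unshared controls, and 0.52 to 0.57 with a library left out. The share of the induction kept was 41.7% with the roles of replicates 1 and 2 and replicates 3 and 4 swapped, 42.2% over all 4 replicates, 41.3% with RLE and 41.7% with library size alone. The share of the repression kept was 47.1% with no minimum fold, 62.0% with RLE and 65.0% with library size alone. With estimated correlation camera called 1 set in wild-type fasting, 1 in labelled-deficient fasting, 0 in the fed comparison, 1 in the fasted comparison and 0 in the interaction. Component 1 held 48.1% of the variance over all tested genes. Apart from the number of genes tested and the construction of each scaling, the cause was not tested.

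Among named genes, signs changed only for changes that had not passed the threshold. *acs-11* in the fed comparison was 0.15 with library size alone. *lipl-4* in the fed comparison was -0.10 with limma voom, -0.26 after thinning, and -0.41 to 0.68 with a library left out. The interaction of *acs-2* was 0.0049 after thinning and -0.0735 to 0.0465 with a library left out. The interaction of *icl-1* was -0.23 with library size alone and -0.0230 to 0.16 with a library left out. The excess of *cbp-1* in labelled-deficient libraries passed in every alternative and in every fit with a library left out, at 0.91 to 1.31 when fed and 0.81 to 0.96 when fasted. The rise of *cbp-1* on fasting in them did not pass under DESeq2, RLE or no filter, nor in 3 of 8 fits with a library left out. With library size alone the median of 4 called sets changed sign, to 0.21 for C-type lectins in wild-type fasting, 0.00035 for neuropeptides there, 0.0046 for C-type lectins in labelled-deficient fasting and 0.18 for collagens in the fed comparison, and all 4 still passed in the same direction by camera. With a library left out the totals were 8892 to 9581 for wild-type fasting, 4577 to 5603 for labelled-deficient fasting, 8188 to 9345 and 8421 to 9113 for the genotypes when fed and when fasted, and 3288 to 5113 for the interaction. The alternative of summing transcript counts was not run because it equals the gene table.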

Other observations

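The tests of *cbp-1*, of F56A4.3 and of the embryo and oocyte genes were chosen only after the results were seen, as was the exchange of the replicate pairs.

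The numbers of genes called in the pairwise contrasts were set against all 35 splits of the 8 libraries of each contrast. In each contrast only 1 of the 35 splits, the real one, gave as many genes. The next largest numbers were 1 gene for wild-type fasting, 0 for labelled-deficient fasting, 2615 for the genotypes when fed and 0 for the genotypes when fasted. In the fed comparison, where numbers pair libraries, 8 splits part all 4 pairs. The 7 that are not the real one gave at most 0 genes.

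Reads of *cbp-1* were higher in the libraries labelled as its knockdown. Trigger RNA from bacteria in the gut may be lost by fasting, but this was not measured. The log2 excess after 24 h of fasting was still 0.89, and the interaction of -0.14 (SE 0.19, edgeR adjusted p 0.619) was within the error. If fasting clears such RNA, this argues against gut bacteria as the source. It leaves trigger RNA kept in tissue open. Scaling is opposed as well, since it moves all genes alike, and only 8.19% of the tested genes had a larger difference when fed and 9.20% when fasted. An exchange of the genotype labels for all libraries cannot be told apart from a true rise, because *jmjd-3.1* was also higher, by 0.50 when fed, and no other gene of known state in the mutant was at hand. A rise of the transcript with loss of the protein, or a weak knockdown, may also be open and was not tested.

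F56A4.3 was the 1 gene with reads in all 8 wild-type libraries and none in the 8 labelled-deficient ones. Depth does not account for it, as the wild-type libraries would hold at least 17.3 reads at the total of the smallest library. A deletion of the whole neighbourhood is opposed by 1 gene, F56A4.2, which lies within 10000 bases and had 373 to 3355 reads in the labelled-deficient libraries, although wild type fed had 35519 to 48391. All 3 neighbours expressed in fed wild type were lower when fed. They were *irld-35*, at -6.23 (SE 0.31), F56A4.2, at -4.28 (SE 0.12), and F56A4.10, at -2.86 (SE 0.32), with edgeR adjusted p of 4.62e-13, 4.27e-17 and 1.51e-07. When fasted they were lower too, at -3.08 (SE 0.31), -4.26 (SE 0.12) and -2.77 (SE 0.37). The labelled-deficient libraries had only 3 to 11 reads of *irld-35*, so a smaller variant over it and F56A4.3 is not excluded. A strain variant at F56A4.3 itself, with 0 reads summed over the 8 libraries, cannot be told apart from lost expression, because the counts carry no sequence and the mutation and the interference were never separated. These neighbours were chosen after their values were seen.

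Genes with a smaller response were selected in replicates 1 and 2, and their fed and fasted levels were compared between genotypes in replicates 3 and 4. Of 449 induced genes with a smaller response 26.9% were higher when fed, against 17.6% of the other 1480, and 49.4% were lower when fasted, against 17.2%. Of 624 repressed genes with a smaller response 69.7% were lower when fed, against 59.1% of the other 1083, and 23.7% were higher when fasted, against 4.25%. With the replicate pairs exchanged fewer genes had a smaller response, 120 induced, against 1893 others, and 271 repressed, against 1196 others. The fed shares were then 35.8% against 22.9% for induced and 83.4% against 73.7% for repressed genes. The fasted shares were 83.3% against 34.7% and 37.3% against 11.04%. A smaller response is by definition a shift of the fed level, of the fasted level or of both, so these excesses follow from the selection. They do not tell which state accounts for it, and repressed genes were often lower when fed without a smaller response.

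In fasted wild type 15 of 17 tested early embryo genes were higher and none was lower, and 23 of 24 oocyte genes were lower and none higher, at an edgeR adjusted p under 0.05. A candidate explanation is a larger share of embryo RNA, and less of oocyte RNA, in fasted animals, but the 15 calls prompted it and are no test of it, so it stays open. The most abundant early embryo genes rose too, *nhr-68* by 0.59 (SE 0.16) from 104.7 CPM and *cwn-1* by 0.72 (SE 0.15) from 19.8 CPM. Whole animals express these genes outside embryos too, and no embryo counts were used. In labelled-deficient libraries 8 of the 17 were higher and 3 of the 24 oocyte genes lower.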
